A study of Mus musculus with 6 samples.

How the data were processed

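RNA was sequenced from 6 cultures of mouse bone marrow-derived macrophages, 3 from mice exposed to cigarette smoke and 3 from mice kept in room air. Per the labels' protocols, total RNA was purified with TRIzol and a column kit, libraries were made with a directional RNA-seq kit and read on an Illumina instrument. Whether the libraries were selected for poly(A) tails or depleted of ribosomal RNA is not stated, nor are the aligner, the counting program, the versions, the genome build and the filters. The same protocols describe cells harvested before culture, which are not analysed here. Groups and replicate numbers were taken from the sample titles.

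The authors deposited 1 gene table whose name gives DESeq2 as the tool. Its signal columns are, per the file headers, means of size-factor-normalized counts over the libraries of each group and over 24 libraries, of which 6 belong here and 18 do not. The log2 fold change and its standard error in the authors' table are also on the log2 scale of that fit, and the Wald score in the authors' table is their ratio. Its p-values and adjusted p-values are the authors' own. The standard errors rest on a fit to all 24 libraries, so the spread of the other 18 entered them. The column of fold changes is named as a shrunken estimate, but over 9020 genes with a mean of at least 50 it had a correlation of 0.999 with the log2 ratio of the group means. For 7291 genes a p-value came without an adjusted p, and all of these had a 24-library mean of at most 8.52, so a low-count filter on all 24 libraries decided which genes were tested.

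Percent inclusion per event and library, with medians, their difference and p-values, was deposited by the authors as JuncBASE output, in which the name of each library column matched a single sample description apart from its prefix. The difference of medians and the rMATS difference are other quantities in the authors' tables, in percentage points and as a fraction. The authors' deposited rMATS table lists retained introns from junction and intron-body reads, with p-values and false discovery rates. It holds 6 columns of per-sample counts and levels that were not used here, because the groups of the 2 sample sets are not stated and many cells had lost their separators. The authors' merged annotation, from Cufflinks per the file headers, holds 48381 loci and 135680 transcripts.

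No read counts per library and no expression values per library were used here, so the expression test planned for such values was replaced by a description of the authors' comparison at an adjusted p under 0.05, as the design laid down for that case. For the JuncBASE events a test on levels replaced a test on counts in the same way. The inclusion level p, in percent, was turned into log2((p + 1)/(100 - p + 1)), with a pseudocount of 1 percentage point that was chosen after the tables had been seen, and before any count of calls was. Linear models with moderated variances were fitted with limma 3.58.1 in R 4.3.3, with group as the term, for the events whose levels were not all 0% or all 100%, which held for all 10376, and p-values were adjusted by Benjamini-Hochberg. Coverage minimums could not be applied. On simulated levels for 10376 events with 200 changed, the test recovered 0% of changes of 1 and of 2 log2 odds, 39.5% of 4, 66.5% of 6 and 80.0% of 8, and called 4 to 12 unchanged events at the 3 larger sizes.

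Positions, transcript lengths, GC content and splice sites came from GENCODE M21 on GRCm38. The build of the tables was checked through splice sites: of 6001 JuncBASE events marked as known, 98.6% had exclusion junctions identical to introns of that annotation. Transcript length and GC content, those of the longest transcript of a gene, were found for 99.9% of the genes. A trend of the deposited log2 fold changes in GC content and log2 length was fitted by weighted least squares with natural splines of 4 degrees of freedom each (statsmodels 0.14.6, patsy 1.0.2), and p-values were recomputed from the residuals and the deposited standard errors. Tested on simulated data of 12071 genes with a known trend, this recovered 90.5% of 200 genes changed by 2 on the log2 scale and called 17 unchanged ones, against 1241 before the trend was removed. The genes called in the deposited data had median changes of only 0.58 and -0.56. The simulated changes were also placed without regard to GC content or length. Whether smaller changes, or changes that follow these properties, survive the removal was therefore not tested. Gene lists were compared by the percentile of their median log2 fold change among 10000 random lists matched in 20 bins of mean expression. Of 100 random lists in simulated data, 6 fell outside the 2.5th to 97.5th percentiles. Genes in that simulation varied independently, so it did not cover lists whose genes vary together.

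The 13 lists (interferon-stimulated, inflammatory, innate sensing and signalling, xenobiotic and oxidative stress, antigen presentation class II, macrophage, neutrophil, B cell, erythroid, stromal, dendritic, cell cycle and splicing factors) and a sex-linked check list were fixed before the data were examined. So were the design with its replacements and the rules for the genes named: the 5 largest changes in each direction among genes past the threshold with a mean of at least 50 normalized counts, any list gene past the threshold, and the 5 splicing events of largest difference past the threshold, or the 3 loci with the lowest p where none passed. The mean used was that of the 2 group means, because genes near 0 in these samples can have a high 24-library mean. Eno1, Malat1 and genes of the closing section outside these rules were chosen after their values were seen. Introns were matched between the tables by identical chromosome, strand, start and end, overlaps were tested with Fisher's exact test, and the mean retention level with an exact permutation test (scipy 1.17.1). Alternatives covered thresholds, minimum means, minimum differences, pseudocounts, scale, missing values, known junctions, a replicate block, each replicate left out and the removal of the GC and length trend.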

Results

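Messenger RNA levels and splicing were measured by RNA sequencing in macrophages grown from mouse bone marrow. Bone marrow-derived macrophages are obtained by culturing marrow cells with medium conditioned by L929 cells, which supplies the growth factor that drives macrophage differentiation. The mice, of the C57BL/6 strain and wild type, had been exposed either to cigarette smoke or to room air, and the cells were harvested on day 11 of culture. The 6 libraries form 2 groups of 3, and the comparison asks whether smoke exposure of the animal left a difference in the expression or splicing of genes, innate immune genes among them, in macrophages grown from its marrow.

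Expression was given as the mean of size-factor-normalized counts of each group and as the authors' comparison of the groups, so no value of a single library entered the expression results. Splicing was given as a percent inclusion level of each event in each library by JuncBASE, a program that classifies alternative splicing events from junction reads, and as a comparison of retained introns by rMATS. No read counts per library were used here, and the depth of each library is therefore unknown. The number of JuncBASE events without a value gives a partial view of it. Of 10376 events, 398, 7 and 1 had no value in room air replicates 1, 2 and 3, and 4169, 189 and 50 had none in cigarette smoke replicates 1, 2 and 3. All 6 libraries had a value in 5933 events (57.2%). No pair of libraries held the same values: among events with a level between 0% and 100% in both, the share with identical values was at most 1.99% in any pair.

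The authors' deposited table listed 19386 genes, of which 12082 carried an adjusted p-value. At an adjusted p under 0.05 in that table, 929 genes (7.69%) differed between the groups, 502 of them higher and 427 lower after cigarette smoke. The changes were small: the median log2 fold change in the authors' deposited table was 0.58 among the genes that were higher and -0.56 among those that were lower, with median standard errors of 0.16 and 0.15. A change of at least 2-fold was found for 157 of the genes, 116 higher and 41 lower. Removing the trend of the fold changes with transcript GC content and length, described below, moved the count most, to 155 genes.

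Among genes past the threshold with a mean of at least 50 normalized counts, the 5 with the largest fold changes upward were Scel, Eno1b, Cp, Ptgs2 and Nos2 (positions in GRCm38, annotation GENCODE M21). Scel, which encodes sciellin (ENSMUSG00000022123.9, chromosome 14, 103513342 to 103612797, plus strand), had group means of 3.91 normalized counts in room air and 115.6 in cigarette smoke in the authors' deposited table, with a log2 fold change of 4.89 (SE 1.46) and an adjusted p of 0.0187. Eno1b (ENSMUSG00000059040.4, chromosome 18, 48045335 to 48048412, plus strand) had a log2 fold change of 3.08 (SE 0.62) and an adjusted p of 0.000199 in the authors' deposited table. Its sequence is a close copy of Eno1, whose own log2 fold change in that table was 0.70 (SE 0.18), so the reads of Eno1b are uncertain. The ceruloplasmin gene Cp (ENSMUSG00000003617.16, chromosome 3, 19957054 to 20009145, plus strand) rose from 13.7 to 111.6 normalized counts in the authors' deposited table, a log2 fold change of 3.03 (SE 0.95) with an adjusted p of 0.0275.

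Ptgs2, which encodes cyclooxygenase-2 (ENSMUSG00000032487.8, chromosome 1, 150100031 to 150108227, plus strand), rose from 42.5 to 300.8 normalized counts in the authors' deposited table, a log2 fold change of 2.83 (SE 0.60) with an adjusted p of 0.0005. Nos2, the inducible nitric oxide synthase gene (ENSMUSG00000020826.8, chromosome 11, 78920787 to 78960254, plus strand), rose from 15.7 to 106.7 normalized counts in the authors' deposited table, a log2 fold change of 2.78 (SE 0.73) with an adjusted p of 0.00603.

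The 5 genes with the largest changes downward were all non-coding. The mitochondrial ribosomal RNA genes mt-Rnr2 (ENSMUSG00000064339.1, mitochondrial genome, 1094 to 2675, plus strand) and mt-Rnr1 (ENSMUSG00000064337.1, mitochondrial genome, 70 to 1024, plus strand) had log2 fold changes of -1.70 (SE 0.40) and -1.66 (SE 0.40) in the authors' deposited table, with adjusted p-values of 0.00156 and 0.00219. Their means in that table fell from 32957 to 10126 normalized counts for mt-Rnr2 and from 18197 to 5757 for mt-Rnr1. Gm22009, a small Cajal body RNA gene on the same strand within Kpna4 (ENSMUSG00000089417.1, chromosome 3, 69085105 to 69085447, minus strand), had a log2 fold change of -1.68 (SE 0.48) and an adjusted p of 0.0126 in the authors' deposited table, and reads of the host can enter its value. Gm27694 (ENSMUSG00000098462.1, chromosome 19, 5799000 to 5799085, minus strand) lies within Malat1 on the same strand, and its log2 fold change of -1.53 (SE 0.34, adjusted p 0.00094) in the authors' deposited table cannot be told from that of the host, which was -1.30 (SE 0.27). The processed transcript RP23-445K23.4 (ENSMUSG00000096929.7, chromosome 1, 194976375 to 195037904, plus strand), which overlaps Mir29c and other genes on its strand and is likewise uncertain, had a log2 fold change of -1.42 (SE 0.31) and an adjusted p of 0.000729 in the authors' deposited table.

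The fold changes in the authors' deposited table followed the GC content and the length of the transcripts. Across 12071 genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.483 with GC content and -0.448 with length. At equal length the rho with GC content was 0.432, and at equal GC content the rho with length was -0.390. The genes called higher had a median GC content of 54.8% and a median length of 1835 nucleotides, and those called lower 43.2% and 6259 nucleotides. After a smooth trend in both properties was taken out of the fold changes, 155 genes had an adjusted p under 0.05, 100 of them higher and 55 lower. They held 115 of the 927 calls that had a value for both properties (12.4%).

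**Figure D1:**
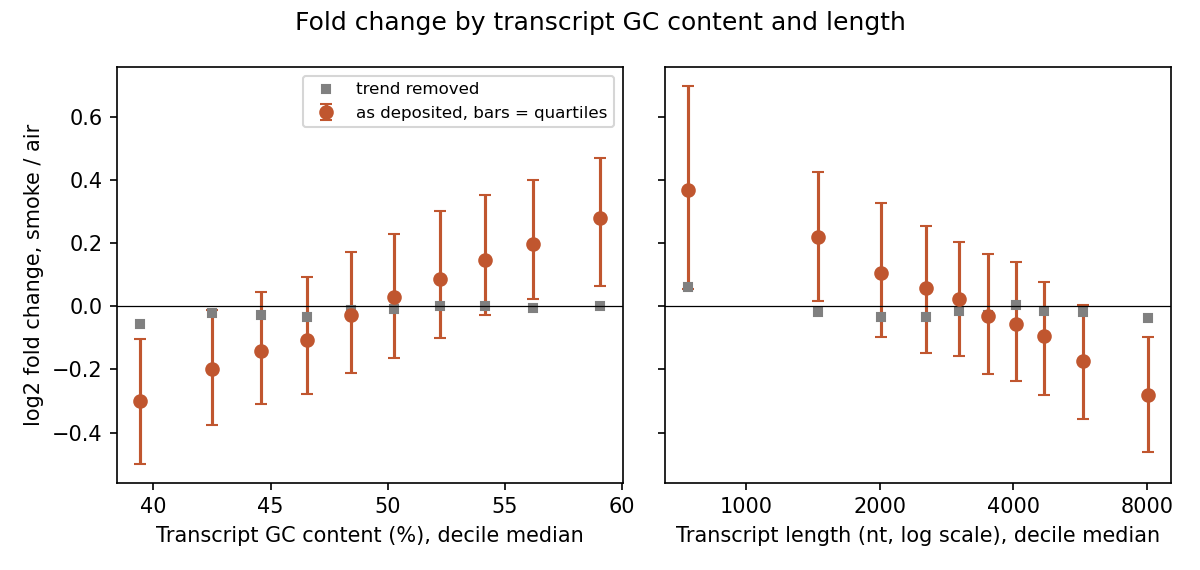
Median log2 fold change of cigarette smoke over room air in the authors' deposited table for genes in deciles of transcript GC content (left, percent) and of transcript length (right, nucleotides, log scale). Circles are deposited values with quartiles as bars, and squares are medians after the trend was removed; the median ran from -0.30 in the lowest to 0.28 in the highest decile of GC content, and from 0.37 in the shortest to -0.28 in the longest transcripts.

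Gene lists were set against 10000 random lists of the same size and mean expression, as a description of the fold changes in the authors' deposited table. The random lists hold genes drawn independently. A list whose genes vary together across libraries can therefore reach an extreme percentile without a difference between the groups. The sex-linked list was at percentile 0.18 although none of its 5 genes differed. The inflammatory list had a median log2 fold change of 1.32, at the 100th percentile of the random lists, with 17 of its 19 genes higher after smoke. In that list 5 genes were past the threshold over all genes tested, and 6 when the p-values were adjusted over the list alone. With the 11 of its genes that had a mean of at least 50 normalized counts, the median was 0.74, again at the 100th percentile. The antigen presentation class II list had a median of 0.94 at the 99.99th percentile, with all 7 genes higher, and 1 past the threshold both over all genes and adjusted over the list alone. Its largest change, 1.56 for Cd74, had a standard error of 0.77 and was not past the threshold. The xenobiotic and oxidative stress list stood at the 99.51st percentile with a median of 0.30, but none of its 15 genes with a value was past the threshold, over all genes or adjusted over the list alone. At a mean of at least 50 normalized counts it stood at the 97.27th percentile, within the random lists.

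**Figure D2:**
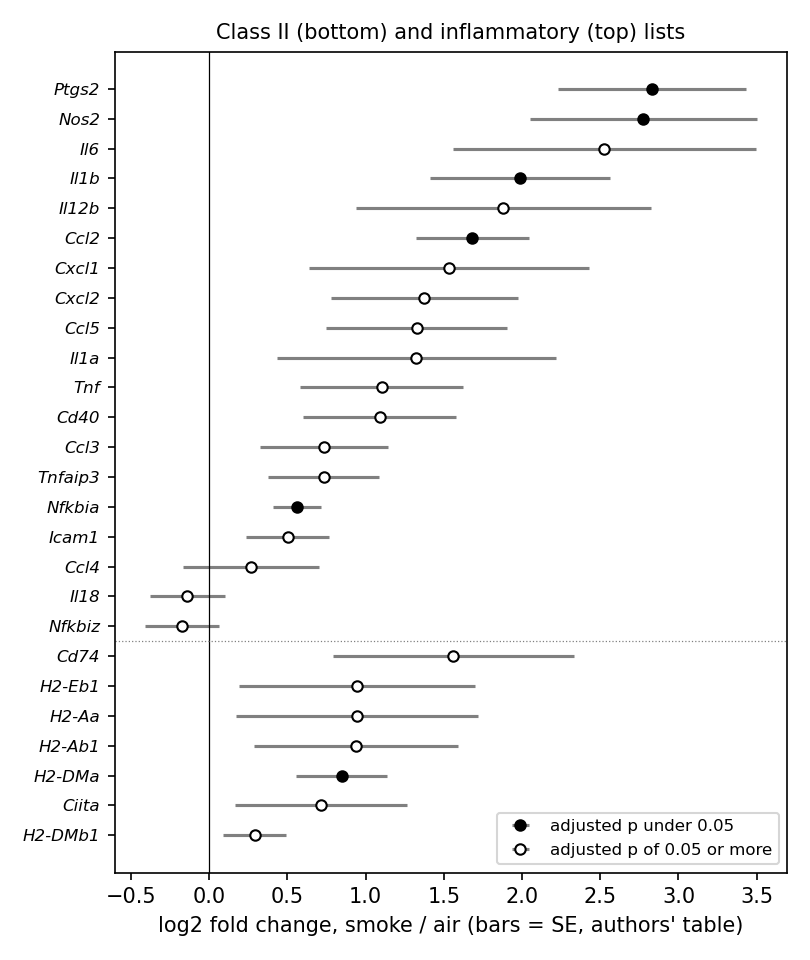
Log2 fold change of cigarette smoke over room air, with standard error bars, of each gene of the inflammatory list (top) and of the antigen presentation class II list (bottom) in the authors' deposited table. Filled circles have an adjusted p under 0.05; 17 of the 19 inflammatory genes and all 7 class II genes lie above 0.

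Of the other lists, 5 of expressed genes fell within the random lists. Their percentiles were 74.7 for interferon-stimulated genes (28 genes, 1 past the threshold over all genes and 1 adjusted over the list alone), 52.3 for innate sensing and signalling (34 genes, 3 and 3), 45.3 for macrophage genes (10 genes, 0 and 0), 34.0 for cell cycle genes (12 genes, 0 and 0) and 9.09 for splicing factors (30 genes, 4 and 8). The lists of other cell types were mostly near 0 counts. The neutrophil list (4 of 10 genes listed) was at the 53.6th percentile, the B cell list (4 of 8) at the 20.3rd and the dendritic list (4 of 6) at the 90.0th, each with 1 gene at a mean of 10 normalized counts or more. The stromal list lay below the random lists, at percentile 0 (6 genes, median -1.94), where its highest mean after smoke was 3.35 normalized counts. In those 4 lists no gene was past the threshold over all genes, and 1, a dendritic gene, was when adjusted over the list alone. None of the 7 erythroid genes was listed in the table used here. As a check of the samples, Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had counts in both groups. The sex-linked list also lay below the random lists, at percentile 0.18 with a median of -0.50, and none of the 5 genes differed, with standard errors of the log2 fold changes from 2.08 to 3.04.

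Of the list genes past the threshold, those other than Ptgs2 and Nos2 had smaller changes. In the authors' deposited table, the log2 fold changes were 1.99 (SE 0.58, adjusted p 0.0148) for Il1b and 1.68 (SE 0.36, adjusted p 0.000562) for Ccl2. They were 0.56 (SE 0.15, adjusted p 0.00967) for Nfkbia, 0.85 (SE 0.29, adjusted p 0.0492) for H2-DMa and 0.52 (SE 0.17, adjusted p 0.0348) for Irak2. Both H2-DMa and Irak2 overlap another gene on their strand and are uncertain. The list genes that were lower in the authors' deposited table included Tlr8 at -0.79 (SE 0.24, adjusted p 0.0212), Aim2 at -0.27 (SE 0.09, adjusted p 0.0282) and Oas2 at -0.56 (SE 0.16, adjusted p 0.0133). The 4 splicing factors that were lower were Clk1 at -0.68 (SE 0.17, adjusted p 0.00508), Srsf11 at -0.50 (SE 0.14, adjusted p 0.0142), Hnrnpa2b1 at -0.47 (SE 0.15, adjusted p 0.0257) and Sf3b1 at -0.33 (SE 0.11, adjusted p 0.0467). Srsf11 also overlaps another gene on its strand and is uncertain. After the trend in GC content and length was removed, Ptgs2, Nos2, Ccl2, Oas2, Eno1b, Cp and the 5 non-coding genes kept an adjusted p under 0.05. The adjusted p rose to 0.0582 for Scel, to 0.0676 for Il1b and further for the other 9.

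The JuncBASE inclusion levels were compared between the groups with limma on log2 odds of inclusion. No event of 10376 passed a Benjamini-Hochberg adjusted p of 0.05 (lowest adjusted p 0.128), while 1125 had an unadjusted p under 0.05. If no event changed and the p-values were calibrated, 518.8 would be expected. Other splits of the same libraries gave from 271 to 726, so 518.8 is not a measured chance level. Of those 1125 events, 161 had higher and 964 lower inclusion after smoke, and 690 were retained introns. The authors' deposited table of these events likewise had no corrected p under 0.05 (lowest 0.0847), and 431 events with an unadjusted p under 0.05. On simulated levels with the spread of these events, the same test recovered 0% of changes of 2 log2 odds and 39.5% of changes of 4. That simulation held 200 changed events in random directions, unlike the retained introns, most of which were lower after smoke. The rates may therefore not carry over to these data, and no size between 2 and 4 was simulated. Leaving out cigarette smoke replicate 3 moved the count most, from 0 to 1064 events, of which 97.7% had every remaining value of a group at exactly 0% or 100%.

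With no event past the threshold, the 3 loci with the lowest p-values in limma are given. A pair of alternative acceptors on chromosome 3, plus strand, began at 130876880 and ended at 130879025 or at 130884902, positions with no splice site in the annotation. Inclusion was 81.0% ± 3.12 (SD, n = 3) in room air and 100% in all 3 cigarette smoke libraries (limma, adjusted p 0.128). Retention of the annotated intron of Ppm1m on chromosome 9 (106196889 to 106197226, minus strand) was 14% ± 3.94 (SD, n = 3) in room air and 0% in all 3 smoke libraries (limma, adjusted p 0.128). Retention of the annotated intron of Kif23 on chromosome 9 (61932188 to 61935379, minus strand), which overlaps coding sequence of another transcript of the gene, was 16.4% ± 5.56 (SD, n = 3) in room air and 0% in all 3 smoke libraries (limma, adjusted p 0.128).

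Most retained introns had lower levels after smoke. Of 3305 retained introns, 2970 (89.9%) had a lower mean level after cigarette smoke, with a median difference of -3.79 percentage points. Junction-only events, which hold no reads from introns, were lower in 50.3% of alternative acceptors and 51.7% of alternative donors, and cassette exons in 55.7%. The alternative acceptors and donors that include exon reads were lower in 59.9% and 62.3%. Over the 1992 retained introns with a value in all 6 libraries, the mean retention level was 15.6%, 16.7% and 14.7% in room air replicates 1, 2 and 3, and 10.3%, 11.3% and 12.8% in cigarette smoke replicates 1, 2 and 3. The group means were 15.7% ± 0.978 (SD, n = 3) and 11.4% ± 1.28 (SD, n = 3), a difference of -4.23 percentage points. All smoke libraries lay below all room air libraries, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. In 38.7% of these introns all 3 smoke values were below all 3 room air values, and in 0.251% all were above, where chance gives 5% each way. Over introns with a mean level of at least 10% the difference was -5.43 percentage points.

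**Figure D3:**
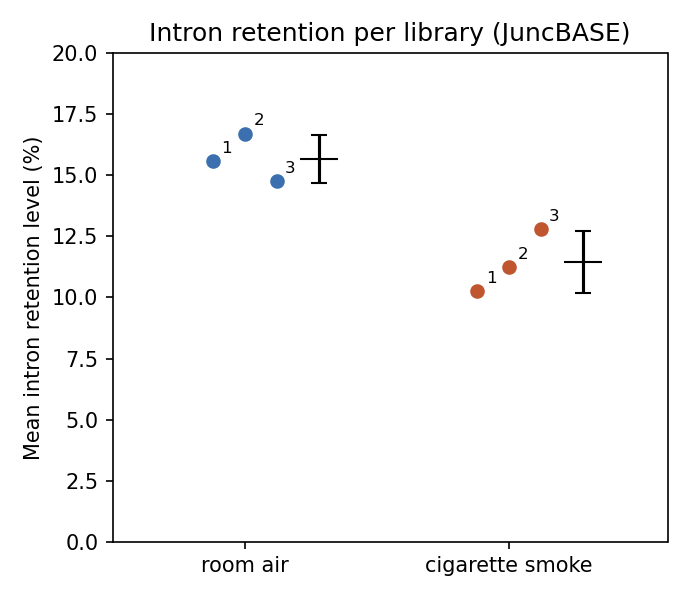
Mean retention level (percent) over the 1992 introns with a JuncBASE value in all 6 libraries, for each library of the room air and cigarette smoke groups. Points are libraries with their replicate numbers, and bars are the group mean and SD (n = 3); the room air libraries sit between 14.7% and 16.7% and the cigarette smoke libraries between 10.3% and 12.8%.

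The authors' deposited rMATS comparison held 3887 retained introns, of which 565 in 502 loci had a false discovery rate under 0.05. It subtracts the mean inclusion level of a sample set 2 from that of a sample set 1 without saying which group each set is, so it gives no direction by itself. Among the 565 introns of the authors' deposited table, 537 (95.04%) had the higher level in set 1 and 28 in set 2. Over all 3887 introns the balance was less uneven, with 2715 (69.8%) higher in set 1 and 1119 in set 2. A minimum difference of 10 percentage points moved the count of 565 most, to 172, of which 86.6% were higher in set 1. Among introns past the threshold, the largest differences in the authors' deposited table, counted once per locus, were in annotated introns of Ralgps1, Sypl, Tmem201, Zfp90 and Tmc4. The intron of Ralgps1 (chromosome 2, 33137710 to 33140994, minus strand) differed by -79.7 percentage points at a false discovery rate of 4.7e-10 in that table. Those of Sypl (chromosome 12, 32967744 to 32969180, plus strand), Tmem201 (chromosome 4, 149717078 to 149718019, minus strand) and Zfp90 (chromosome 8, 106419611 to 106423856, plus strand) differed by 67.4, 67 and 51.5 percentage points in the authors' deposited table, at false discovery rates of 0.00132, 0.0127 and 0.0203. The intron of Tmc4 (chromosome 7, 3667179 to 3667440, minus strand) differed by -51.2 percentage points at a false discovery rate of 0.0128 in the authors' deposited table.

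JuncBASE and rMATS shared 485 introns with identical coordinates. Across these introns, which are not independent and come from the same libraries, the JuncBASE difference of cigarette smoke minus room air and the authors' deposited rMATS difference of set 1 minus set 2 had a Pearson r of -0.784 and a Spearman rho of -0.726. The signs were opposite in 437 introns (90.1%) and the same in 45. Among the 168 shared introns with a false discovery rate under 0.05 in the authors' deposited table, 97.02% had opposite signs. If set 1 were cigarette smoke, both differences would be taken in the same order and like signs would prevail. The opposite signs argue against that for the shared introns, while set 1 as room air would give them. The labels do not state the groups of the sets.

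**Figure D4:**
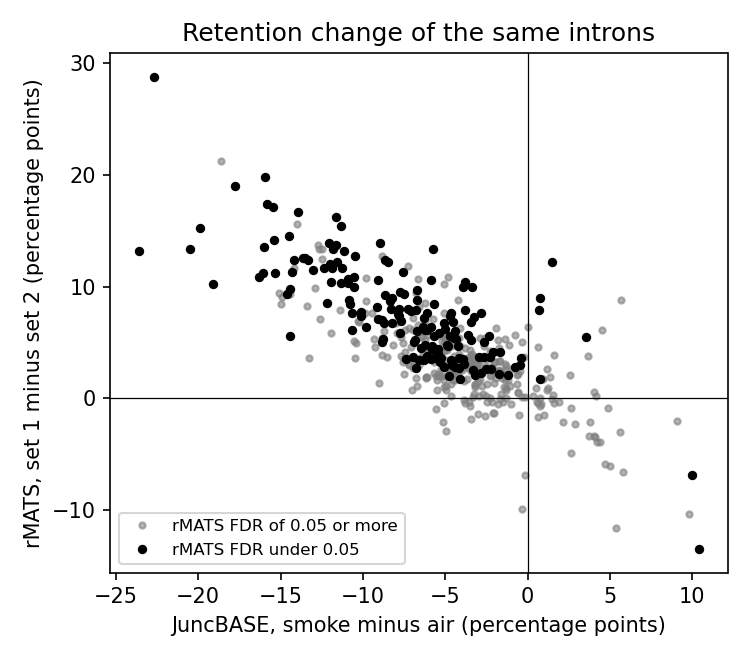
Difference in retention level of the 485 introns present in both tables, in percentage points, from JuncBASE (horizontal axis, cigarette smoke minus room air) and from the authors' deposited rMATS table (vertical axis, set 1 minus set 2, groups not stated). Each point is an intron, black where the rMATS false discovery rate was under 0.05; signs are opposite in 437 introns.

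Expression and intron calls were compared over 2420 genes tested in both of the authors' deposited tables. Of the genes called in expression, 21.7% had an rMATS intron past the threshold, against 20.3% of the other genes. Both calls were present in 49 genes, 30 higher and 19 lower in expression, and the odds ratio was 1.09 (Fisher's exact test, two-sided, p = 0.604). Across 1649 genes, the mean change in JuncBASE retention and the log2 fold change of expression in the authors' deposited table had a Spearman rho of 0.0852.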

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

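Of the tests in this part, those of a constant share of reads and of neutrophils were chosen after the result was seen. The authors' fit covered 24 libraries, and the means of the 18 outside this series were derived from the means over all 24 and over each group. In those 18 libraries, 252 genes with a 24-library mean of at least 50 were at least 10-fold higher than in both groups here. This is a signal in data that the comparisons do not use, and what those libraries are is not analysed here. Of the 252 genes, 187 (74.2%) were higher after cigarette smoke than in room air, and 27 were called, 26 of them higher. Many but not all genes of the inflammatory list were at least 10-fold higher there. The derived mean was 12654 normalized counts for Ptgs2, against 42.5 in room air and 300.8 in cigarette smoke. It was 8579 for Il1b, against 17.5 and 69.3. Il18 at 173.8 (29.9 and 25.9), Ccl2 at 1868 (66.2 and 213.0) and Ccl3 at 8795 (630.4 and 1050) did not reach 10-fold over both groups.

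The rise of the inflammatory list in the smoke group was weighed against technical causes. A bias by GC content and length is argued against as its whole cause, since the median log2 fold change of the list was 1.06 after that trend was removed, at the 100th percentile of random lists. Neutrophils in the smoke cultures are argued against by the list of their genes, since S100a8 had a mean of 0.195 normalized counts after smoke, and Ngp and Ltf were listed at 0. The other neutrophil gene listed, Mmp8, was at 14.3 in room air and 20.5 after smoke (log2 fold change 0.58, SE 0.80). A constant share of reads carried over from the other libraries stays open. Among 27 genes under 5 counts in room air and at 200 or more in the other libraries, 26 were higher after smoke. A choice of genes by a low value in room air favours a rise, but of the 10 genes chosen by under 5 counts in smoke instead, 9 were also higher after smoke. Among the 27 the rise had a median of 0.708% of the level in the others. The upper quartile of that share was 3.74 times the lower, and 10000 simulations of a constant share gave ratios from 1.38 to 2.49 in their central 95% with counting noise alone, so counting noise does not account for the spread. With the deposited standard errors as the noise they gave 1.98 to 6.48, a range that holds the observed value, and this keeps the explanation open. Larger shares occurred, such as 15.4% for Cish and 2.04% for Ptgs2, against 0.604% for Il1b. Over the 27 genes the closest constant share was 0.652%, with 23 within 2 standard errors of it and 4 beyond. Cish lay 3.5 standard errors above it. Over the 19 inflammatory genes the constant share that came closest was 0.998%, and 16 genes lay within 2 standard errors of it and 3 beyond. Ccl2 rose by 3.66 standard errors more than that share allows. A share that differs between the source libraries was not tested.

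A state that the smoke group shares in part with the other libraries also stays open. Across 11359 genes, the smoke fold change had a Spearman rho of 0.261 with the ratio of the other libraries to these 6, and of 0.277 after the GC and length trend was removed, between the value that would speak for such a state (above 0.3) and 0. A carry-over of reads would give a positive rho as well. An effect of smoke exposure on the macrophages may underlie the rise too. Apart from the genes that lay beyond a constant share, Ccl2 and Cish among them, no value here separates such an effect from these explanations. With no expression values per library, it is not known how many smoke libraries show the rise.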

How the results depend on the processing

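Chosen after seeing the data were the removal of the GC and length trend, every JuncBASE alternative except the replicate block, the left-out replicates, the minimum difference and the authors' test, the other false discovery rates for rMATS, and every alternative for the retention level. The 929 expression calls stayed within 1.5 times under recomputed adjustment over every gene (688) and at minimum means of 10 (904) and 50 (902). They became 1547 at an adjusted p under 0.1, 366 under 0.01 and 157 with at least a 2-fold change, by construction. Removing the GC and length trend gave 155, with 64.5% of them higher against 54.04%. Of the 22 named genes, none reversed; 3 lost the call with adjustment over every gene, 12 at an adjusted p under 0.01, 10 at a 2-fold change and 11 with the trend removed.

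JuncBASE events past the threshold numbered 0 in the fit reported, 0 with the authors' corrected p, 0 with a minimum difference of 10 percentage points, and 0 with a pseudocount of 5, a variance trend, known junctions or 1 event per gene (1252, 1287, 820 and 427 at an unadjusted p under 0.05). They numbered 241 with a pseudocount of 0.1, 23 in events with values in all 6 libraries and 5 on the percent scale. All 241 and all 23 had every value of a group at exactly 0% or 100%, where the estimated spread within that group is 0, against 16.5% of all events. Of the 5 on the percent scale 1 was of that kind, and the cause was not tested. The 6 fits that each left out a replicate gave from 0 to 1064 events. The 1064 came without cigarette smoke replicate 3, where 1039 were of that kind against 41.9% of all events, and the other 5 gave 0. The count at an unadjusted p under 0.05, 1125, ranged from 719 (without room air replicate 2) to 2495 (without cigarette smoke replicate 3). It was 431 by the authors' test, and it was lower with 1 event per gene because fewer were tested. The replicate numbers do not pair the libraries: the correlations of deviations of same-numbered libraries were -0.00759, -0.0494 and -0.0829. The replicate block gave 0 events past the threshold and 800 at an unadjusted p under 0.05. For the 3 named loci, 39 alternative values gave no reversal, and 10 were past the threshold. All 3 loci had every smoke value at exactly 0% or 100%, the kind described above, so the 10 do not show that these differences are robust. In the authors' deposited JuncBASE comparison, the unadjusted p was 0.00886 for the chromosome 3 acceptors, 0.0342 for Ppm1m and 0.0783 for Kif23.

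The 565 rMATS introns became 172 with a difference of at least 10 percentage points and 302 at a false discovery rate under 0.01, and were 774 under 0.1. At the rate under 0.01, 3 of the 5 named introns lost the call. Opposite signs in JuncBASE and rMATS were found in 97.02% of introns past the threshold, and in 81.8% of introns that overlapped by at least 50% of each, with r = -0.467. Why the share differed between these sets of introns was not tested. The overlap of expression and intron calls had an odds ratio of 0.938 (Fisher's exact test, p = 0.66) at an adjusted p under 0.1 in both, on the other side of 1 from the value reported and also not past the threshold.

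Among lists, the interferon-stimulated median changed sign with the trend removed (percentile 41.2) and stayed within the random lists. The xenobiotic list lay within them at a minimum mean of 50 (97.27), the sex-linked list with the trend removed (3.32), and the cell cycle list outside them with the trend removed (2.05). The cause was not tested. The inflammatory and class II lists kept their direction and lay outside the random lists in both alternatives. The retention difference of -4.23 percentage points ranged from -4.91 to -3.65 over the fits that each left out a replicate, and was -5.43 in introns with a mean level of at least 10%.

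Not run were coverage minimums of 10 and 50, other dispersion floors, Fisher's test on summed counts and a count log-ratio, since no counts were used; 1 event per gene by highest coverage, replaced by a random pick; the block, the left-out replicates and a test of this work for rMATS; for expression, the normalization, filter, tool, pseudocount, block and left-out replicates, which need values per library; and camera and fry. Unknown depth leaves the precision of each inclusion level unknown.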

Other observations

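Of the tests in this part, those on the retention level, on dividing cells, on sex and on other splits of the libraries were chosen after the result was seen.

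Lower intron retention in the cigarette smoke libraries was weighed against several causes. A single library does not account for it, since 87.8% of retained introns were lower without smoke replicate 1, the library with most missing events. A shift in inclusion over all event types is argued against by the 50.9% of junction-only events that were lower. A fall in expression of the genes with such introns is argued against as the cause by the 910 genes with higher expression after smoke, of which 91.1% had lower retention, against 92.6% of the genes with lower expression. The Spearman rho across genes, 0.0852 and 0.121 with the GC and length trend removed, was small and positive. Low levels read as 0 at a lower depth can add to it: 18.4%, 4.39% and 12.3% of retained introns were at 0 in room air replicates 1, 2 and 3, and 63.9%, 54.6% and 15.2% in cigarette smoke replicates 1, 2 and 3. As the whole cause they are argued against by the difference of -5.43 percentage points in introns with a mean level of at least 10%, where the SD within groups was 1.05 points and 8.47%, 2.42% and 0% were at 0 in the smoke libraries. In the 238 introns with a mean level of at least 25%, none was at 0 in any of the 6 libraries, and the difference was -4.04 percentage points (SD 0.669 in room air and 0.218 in smoke). Library depth as such stays open for the introns with lower levels. The room air library with most missing events (398) had a level of 15.6%, above the 11.3% and 12.8% of smoke libraries with 189 and 50, but this rests on a single library, and within the smoke group the level over all 1992 introns fell as missing events rose. For the introns with a mean level of at least 25% depth is argued against: the smoke libraries with 4169, 189 and 50 missing events were at 67.8%, 67.6% and 68.1%, within 0.433 percentage points of each other, and the room air libraries with 398, 7 and 1 were at 72.1%, 72.4% and 71.1%.

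A candidate explanation for the lower retention is a smaller share of unspliced or nuclear RNA in the smoke libraries. Of 5 long non-coding RNAs known to stay in the nucleus, 4 were listed, and all were lower after smoke in the authors' deposited table. Their median log2 fold change was -0.998, at percentile 0 of random lists, and -0.70 at percentile 0.04 with the GC and length trend removed. The list holds Malat1, the host of Gm27694, which is among the 5 largest falls. The low percentile therefore restates in part a fall already reported. Malat1 was at -1.30 (SE 0.27, adjusted p 0.000428) and Kcnq1ot1 at -1.29 (SE 0.31, adjusted p 0.00275; 0.506 with the trend removed), while Neat1 at -0.51 (SE 0.35) and Airn at -0.71 (SE 0.48) were not past the threshold. Whether such a difference arose in the cells or in RNA preparation is not known, since no label gives a batch. An effect of smoke exposure on splicing or on nuclear RNA was not tested and stays open.

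The fall of mt-Rnr1 and mt-Rnr2 was larger than that of other mitochondrial transcripts. The 13 mitochondrial messenger RNAs had a median log2 fold change of -0.19 at percentile 6.78, within the random lists. With the GC and length trend removed, the 12 with a value had a median of -0.18 at percentile 1.37, below the random lists. Before removal these 12 had a median of -0.21 at percentile 2.62. Of the 13, the 4 with means under 50 (mt-Co2, mt-Co3, mt-Atp6 and mt-Atp8) were higher, from 0.68 to 1.16 (SE from 0.47 to 0.61). The 9 with a mean of at least 50 had log2 fold changes from -0.56 to 0.08, with a median of -0.37 at percentile 0.125. A loss of all mitochondrial RNA to the extent of the ribosomal RNAs is argued against by the range of these 9. The 4 with low means are not relied on for this. Less RNA without a poly(A) tail is a possible explanation that stays open. The 66 histone genes had a median of -1.60 at percentile 0, but a median of only 3.34 counts after smoke, and the 4 with a mean of at least 50 had a median of 0.37 in the other direction. Of 15 histone genes with an adjusted p, Hist1h1e at -2.25 (SE 0.56, adjusted p 0.00356; 0.00491 with the GC and length trend removed) and Hist1h4d at -2.41 (SE 0.83, adjusted p 0.0467; 0.0846) were past the threshold, and 6 of the 66 were when adjusted over the list alone. These 15 had a median of -0.02 at percentile 40.03, and of -0.32 at percentile 1.31 with the trend removed. The RNA components Rmrp, listed under a pair of identifiers, at -1.73 (SE 0.65, adjusted p 0.0728 for the one with the higher p) and Rpph1 at -2.17 (SE 0.83, adjusted p 0.0796) were not past the threshold. With the trend removed the adjusted p was 0.036 for Rmrp and 0.0537 for Rpph1. Small nuclear and 7SK RNAs had a median of -0.56 at percentile 0.9, near 0 counts. Fewer dividing cells stay open as well: the cell cycle list was at percentile 34.0, and at 2.05 with the trend removed, with standard errors of its genes from 0.71 to 1.06. An effect of smoke exposure on mitochondrial ribosomal RNA was not tested.

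The dependence of fold changes on GC content and length may account for most expression calls, since 12.4% of them kept an adjusted p under 0.05 once the trend was removed. A loss of small real changes through the removal is not excluded, since the simulation of it held only larger ones. A trend in GC content alone is argued against by the partial rho of -0.390 with length. A biological change that favours short, GC-rich transcripts would give the same trend, and a lower share of unspliced RNA was not tested as its cause, so neither is excluded.

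Scel was at 115.6 normalized counts after smoke, 3.91 in room air and 0.246 in the 18 other libraries. Epithelial cells in the smoke cultures could be a source. Of the 12 epithelial genes chosen before the test only Cdh1, at 3.92 counts after smoke, and Sfn, at 34.6 against 26.6 in room air, were listed in the table used here, too few to decide it. Without values per library, a rise in a single library cannot be told from a rise in all 3.

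A difference in the sex of the animals stays open: Xist had a log2 fold change of -0.79 (SE 2.70) and the Y-linked genes were lower too, where an imbalance would move them apart, but the standard errors are larger than any of these changes.

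The number of JuncBASE events with an unadjusted p under 0.05 was as large in 1 of the 10 splits of the 6 libraries into 3 and 3, the real one. The next split had 726 events. For events past the threshold, 10 of the 10 splits gave as many, since all gave 0. With 10 splits the share cannot fall below 0.1, so chance is not excluded. The expression comparison has no values per library and no such count.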
